A study of Mus musculus with 20 samples.

How the data were processed

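Bulk RNA sequencing was analysed in 15 libraries, 3 from each of 5 groups of structures grown from mouse embryonic stem cells. The cells carried 2 fluorescent reporters, one for the transcription factor Brachyury and one for Sox2, per the labels. Aggregates of these cells received a pulse of 3 µM CHIR99021, a compound that activates WNT signalling, after 48 h, per the labels' protocols. The first group was collected at 96 h, each library from 10 pooled structures, and the other groups at 120 h, each library from 6 pooled structures. The 120 h groups were gastruloids grown without Matrigel (Gastruloid), structures in Matrigel, a gel of basement membrane proteins (TLSMG), structures in Matrigel with added CHIR99021 (TLSMGC), and structures in Matrigel with CHIR99021 and LDN, an inhibitor of BMP receptors (TLSMGCL). Structures with an asymmetric pole were picked for pooling, so the libraries describe picked structures and not all structures of a plate. The series also lists 5 single-cell samples and NanoString measurements, which were not analysed here.

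The deposited TPM values (transcript abundances corrected for length and scaled to one total per library) came from StringTie gene abundance tables, one per library, with replicates kept apart, per the file headers. In each table the authors' TPM summed to 1000000. The deposited FPKM values (fragments per kilobase, scaled by library size) stood in the same tables, per the file headers, and differed from TPM by 1 factor per library. The deposited coverage values (mean read depth over a gene's exons), also per the file headers, were used to compare depth between libraries and in no test. The labels describe stranded libraries from polyadenylated RNA and paired-end reads, and state no aligner, StringTie version, genome build or annotation release. The tables listed 54446 gene IDs, of which 54409 matched the GENCODE M21 annotation without version number and 53499 had the same start and end there. Coordinates below are those of the tables, which therefore lie on mouse genome build GRCm38. Each table repeated 7 to 13 lines of a gene ID, and these were summed.

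No read counts were used, because the tables hold abundance estimates. For genes with 1 annotated transcript, coverage divided by FPKM gave the same number within each library, which is proportional to the aligned bases. It ran from 3.12 to 6.84 over the 15 libraries, a ratio of 2.19. The labels state a minimum of 23700000 sequenced fragments per sample. Without counts per gene, neither confidence intervals nor detection floors were computed. A listed 0 can be a failed estimate, so genes at 0 are reported as listed at 0.

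The tests were run with limma 3.58.1 in R 4.3.3 on log2(TPM + 1). Genes with a mean TPM of at least 1 over the 15 libraries were kept, which left 14290 genes. All 5 groups entered 1 linear model, and 6 comparisons between groups were taken from it with a mean trend in the prior variance. P-values were adjusted by the Benjamini-Hochberg method within each comparison, two-sided, with a threshold of 0.05. Log2 differences are on the log2(TPM + 1) scale and understate changes of genes with low TPM. Moderated F tests asked which genes differed among all 5 groups and among the 4 groups at 120 h. The gene set test fry of limma compared 10 panels in the 6 comparisons, and its 60 p-values were adjusted together. The value given for a panel is the mean log2 difference over its tested genes. In Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for loading, correlations and permutation tests.

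The panels, the rule for naming genes and the alternatives listed first below were fixed before the data were examined. The panels were somite (Meox1, Meox2, Tcf15, Uncx, Tbx18, Foxc1, Foxc2, Aldh1a2, Pax1, Pax9, Tbx22), presomitic and tailbud (T, Tbx6, Msgn1, Hes7, Dll1, Dll3, Lfng, Cyp26a1, Fgf8, Wnt3a, Nkx1-2, Cdx2), neural tube (Sox1, Sox2, Sox3, Pax6, Irx3, Irx5, Nkx6-1, Olig2, Olig3, Hes5, Neurog2, Dbx2) and pluripotency (Pou5f1, Nanog, Zfp42, Esrrb, Klf2, Klf4, Utf1, Dppa3, Dppa5a, Tfcp2l1). The signalling panels were WNT targets (Axin2, Lef1, Sp5, Notum, Nkd1, Nkd2, Rnf43, Znrf3, Dkk1, Tcf7, Lgr5) and BMP targets (Id1, Id2, Id3, Id4, Msx1, Msx2, Smad6, Smad7, Smad9, Bambi). The others were matrix and adhesion (Fn1, Col4a1, Col4a2, Lama1, Lamb1, Lamc1, Itga5, Itga6, Itgb1, Cdh2, Nid1, Hspg2), endothelium (Kdr, Cdh5, Etv2, Pecam1, Tie1, Tek, Cldn5, Sox18, Flt1), gut endoderm (Sox17, Foxa1, Foxa2, Cdh1, Epcam, Krt8, Krt18, Cldn6) and 39 Hox genes. A total of 116 panel genes passed the expression filter.

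By the naming rule, genes named in each comparison are the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean TPM of at least 5 in the higher group, a symbol and no overlap between the replicates. From the panels, the gene with the largest absolute log2 difference in its panel is named, for panels picked in each comparison after the panel tests were seen. Replicate values are given as mean ± SD with n = 3 libraries per group.

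The replicate numbers 1 to 3 come from the sample titles and are shared by the groups, so each comparison was also fitted with the replicate number as a block. Whether the numbers pair the libraries was checked with the correlation, across genes, of same-numbered libraries' deviations from their group means. The other alternatives were a pseudocount of 0.1, no filter, a minimum mean TPM of 5, FPKM, median-of-ratios scaling, no variance trend, each library left out in turn, only the 2 groups compared, an absolute log2 difference of at least 1, and the competitive test camera for panels with an inter-gene correlation of 0.01. Chosen after seeing the data were a lowess correction of each library for GC content and length of the longest M21 transcript (span 0.3, 14283 genes with values), the same with the replicate block, and the fit on 2 groups for panels and single genes. The procedure was tested on simulated data in 5 runs, each with 200 of 14290 genes changed. It recovered 94 to 98% of the changed genes, and at most 6.22% of its calls were unchanged genes. The changed genes had a mean TPM of at least 5 and were shifted up or down by 1 or 2 log2 units. In a simulation with 1 of 10 panels shifted by 1 log2 unit, 1 panel was called. Noise was drawn independently for each gene. Smaller shifts and panels whose genes vary together were not simulated, so these figures do not cover them.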

Results

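Gene expression was measured by RNA sequencing in pooled structures grown from mouse embryonic stem cells. Gastruloids are aggregates of such cells that elongate and form parts of the body plan, and trunk-like structures (TLS) are grown from the same aggregates in Matrigel. The study's title names somites and a neural tube, so the comparisons ask which genes changed from 96 h to 120 h, with Matrigel, with added CHIR99021 and with added LDN. Each of the 5 groups had 3 libraries. Relative depth, as coverage per unit of FPKM, was 4.00 to 4.32 at 96 h, 3.28 to 4.61 in Gastruloid, 3.78 to 6.84 in TLSMG, 3.12 to 4.74 in TLSMGC and 3.18 to 4.68 in TLSMGCL. Between 13688 and 14494 genes per library reached 1 TPM. The 10 highest genes took 6.13% to 10.78% of TPM.

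Libraries of one group correlated at a mean Pearson's r of 0.988 across genes over 15 pairs, with a range of 0.985 to 0.991. Over the 90 pairs from different groups the mean was 0.957 with a range of 0.939 to 0.988, and genes are not independent replicates. TLSMGC and TLSMGCL were the closest pair of groups, with a mean r of 0.985. For 13 libraries the nearest library was of the same group. The exceptions were TLSMGC replicate 3 and TLSMGCL replicate 2, which were nearest to each other at r = 0.988. The first principal component held 33.5% of the variance, the second 28.9% and the third 14.2%. In limma's moderated F test, 10497 of 14290 genes (73.5%) differed among the 5 groups and 8551 (59.8%) among the 4 groups at 120 h. With the replicate number as a block these counts were 10248 and 7961, and the mean correlation of same-numbered libraries' deviations was -0.02.

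**Figure D1:**
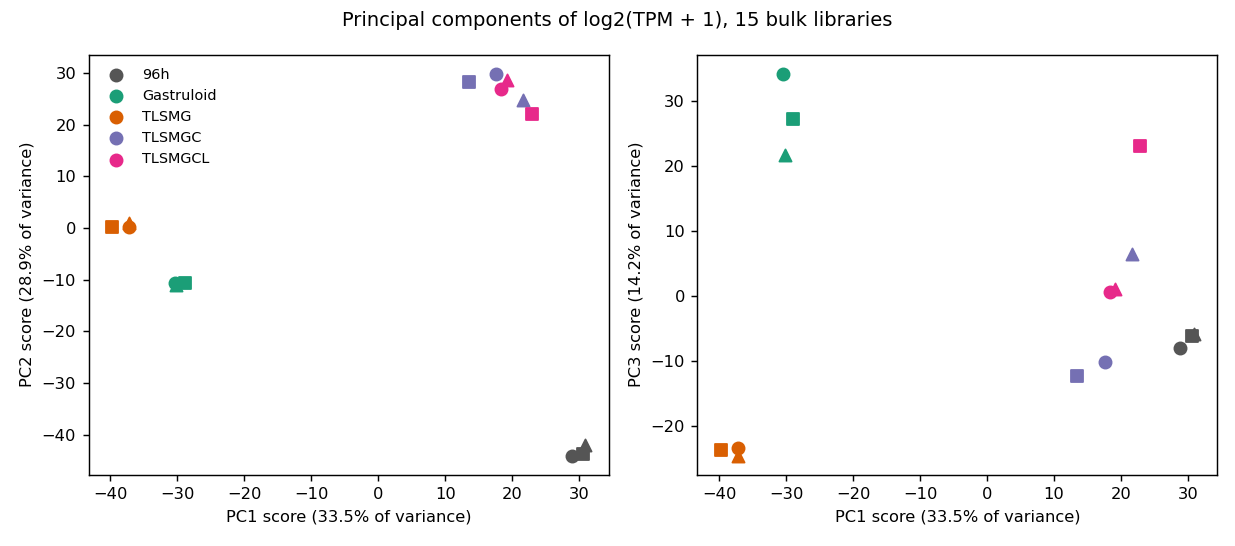
Scores of the 15 libraries on the first principal component (x axis, both panels) against the second (left) and the third (right), from log2(TPM + 1). Colours mark groups, and circles, squares and triangles mark replicates 1, 2 and 3. On the second component the 96h libraries lie between -44.1 and -42.0, and the TLSMGC and TLSMGCL libraries between 22.1 and 29.9.

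The change from 96 h to 120 h without Matrigel was tested by comparing Gastruloid with 96h. A total of 5894 genes changed, 2969 higher and 2925 lower. The alternative that moved this count most was a minimum absolute log2 difference of 1, which left 1037 genes. With FPKM in place of TPM the split was 3931 higher and 2371 lower. Fitting the replicate number as a block gave 5659 genes, and same-numbered libraries' deviations correlated at a mean r of 0.03. Igfbp5 (ENSMUSG00000026185.8, chromosome 1, 72857932 to 72874884) measured 712 ± 42.2 TPM in Gastruloid against 4.36 ± 0.525 TPM in 96h, a log2 difference of 7.06 with a standard error of 0.21 and an adjusted p of 2.27e-11. Pax1 (ENSMUSG00000037034.16, chromosome 2, 147361925 to 147393295) went from 0.0362 ± 0.0414 TPM to 61.7 ± 6.92 TPM, a log2 difference of 5.91. Foxd2 (ENSMUSG00000055210.4, chromosome 4, 114906282 to 114908873) went from 0.667 ± 0.391 TPM to 46.5 ± 4.34 TPM, a log2 difference of 4.85. Among the falls, Msgn1 (ENSMUSG00000047002.2, chromosome 12, 11208360 to 11208972) measured 0.165 ± 0.164 TPM in Gastruloid against 136 ± 36.5 TPM in 96h, a log2 difference of -6.85 with a standard error of 0.22 and an adjusted p of 5.38e-11. Tbx6 (ENSMUSG00000030699.16, chromosome 7, 126781483 to 126785560) went from 323 ± 59.9 TPM to 2.88 ± 1.39 TPM, a log2 difference of -6.44. Ripply2 (ENSMUSG00000047897.10, chromosome 9, 87015537 to 87019917) went from 184 ± 24.6 TPM to 2.68 ± 1.82 TPM, a log2 difference of -5.8. Of 116 panel genes, 83 changed when adjusted over all genes and 86 when adjusted over the panel genes. The largest panel differences were those of presomitic and tailbud genes, with a mean log2 difference of -3.25 and 12 of 12 genes lower (fry adjusted p 3.35e-08), and of neural tube genes, with 2.18 and 8 of 9 genes higher (adjusted p 4.14e-08). The panels that also passed were WNT targets (-1.48, adjusted p 7.37e-09), endothelium (1.34, adjusted p 0.00235), somite (0.73, adjusted p 0.00163), Hox (0.54, adjusted p 0.00124) and matrix and adhesion (-0.52, adjusted p 4.85e-05). Changed genes went both ways in somite (6 higher, 3 lower), Hox (11 and 8) and matrix and adhesion (2 and 6). The somite call was lost at a minimum mean TPM of 5 (0.55, adjusted p 0.075), and with camera neither somite (adjusted p 0.105) nor Hox (adjusted p 0.309) passed. Examples were Sox1 (ENSMUSG00000096014.1, chromosome 8, 12395295 to 12400126), with 26.7 ± 5.69 TPM against 1.09 ± 0.591 TPM at 96 h, Sp5 (ENSMUSG00000075304.2, chromosome 2, 70474923 to 70477729), with 3.72 ± 1.06 TPM against 98.3 ± 21.9 TPM, Fn1 (ENSMUSG00000026193.15, chromosome 1, 71585520 to 71653200), with 137 ± 12.6 TPM against 1200 ± 172 TPM, and Hoxc9 (ENSMUSG00000036139.6, chromosome 15, 102976439 to 102985099), with 30.6 ± 3.97 TPM against 0.767 ± 0.134 TPM. BMP targets (0.01, adjusted p 0.809), pluripotency (0.10, adjusted p 0.963) and gut endoderm (-0.11, adjusted p 0.963) did not pass as panels, although single genes changed in both directions (5 of 8 BMP target genes, 4 of 10 pluripotency genes and 3 of 8 gut endoderm genes).

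The change over the same time with Matrigel was tested by comparing TLSMG with 96h, and 6577 genes changed, 4792 higher and 1785 lower. Median-of-ratios scaling took the median log2 difference of all genes from 0.143 to -0.012 and gave 3194 higher and 3299 lower, and FPKM gave 3950 and 2457. The GC and length correction gave 3166 and 3288. In the fit with the replicate block 6381 genes changed, with a mean correlation of -0.05 between same-numbered libraries. Igfbp5 measured 464 ± 92.5 TPM in TLSMG against 4.36 ± 0.525 TPM in 96h, a log2 difference of 6.43 with a standard error of 0.21 and an adjusted p of 7.25e-11. Cldn5 (ENSMUSG00000041378.2, chromosome 16, 18776847 to 18778262) went from 0.155 ± 0.0853 TPM to 62.4 ± 5.83 TPM, a log2 difference of 5.78. Cdh5 (ENSMUSG00000031871.9, chromosome 8, 104101625 to 104144511) went from 0.154 ± 0.0715 TPM to 34.8 ± 4.86 TPM, a log2 difference of 4.95. Among the falls, Cdx1 (ENSMUSG00000024619.8, chromosome 18, 61018862 to 61036199) measured 3.32 ± 0.555 TPM in TLSMG against 323 ± 86.1 TPM in 96h, a log2 difference of -6.2 with a standard error of 0.19 and an adjusted p of 7.25e-11. Msgn1 went from 136 ± 36.5 TPM to 1.19 ± 0.575 TPM, a log2 difference of -5.97. Tbx6 went from 323 ± 59.9 TPM to 6.02 ± 2 TPM, a log2 difference of -5.55. Of 116 panel genes, 88 changed when adjusted over all genes and 90 over the panel genes. Panels past the threshold were endothelium (3.67, adjusted p 6.86e-07), presomitic and tailbud (-2.95, adjusted p 4.34e-08), neural tube (1.53, adjusted p 4.79e-07), WNT targets (-1.16, adjusted p 4.14e-08), BMP targets (0.89, adjusted p 6.03e-06), Hox (0.87, adjusted p 4.68e-06) and pluripotency (-0.62, adjusted p 0.0145). The pluripotency panel did not pass at a minimum mean TPM of 5 (-0.50, adjusted p 0.133), in the fit of only the 2 groups (adjusted p 0.0774), or without 96h replicate 2 (adjusted p 0.0888) or TLSMG replicate 2 (adjusted p 0.0657), and Hox did not pass with camera (adjusted p 0.0733). Examples were Id2 (ENSMUSG00000020644.9, chromosome 12, 25093799 to 25097140), with 137 ± 42.9 TPM against 19 ± 3.23 TPM, Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772), with 26.5 ± 2.71 TPM against 116 ± 26.7 TPM, Sox1, with 17.8 ± 3.99 TPM against 1.09 ± 0.591 TPM, Hoxc9, with 27.2 ± 3.96 TPM against 0.767 ± 0.134 TPM, and Sp5, with 7.2 ± 0.849 TPM against 98.3 ± 21.9 TPM. In the Hox panel, 16 of the changed genes were higher and 6 lower. The somite (0.47, adjusted p 0.089), matrix and adhesion (-0.07, adjusted p 0.142) and gut endoderm (-0.04, adjusted p 0.921) panels did not pass. Single genes of these panels changed in both directions (9 of 10 somite genes, 9 of 12 matrix and adhesion genes and 2 of 8 gut endoderm genes). Between the comparisons of Gastruloid and TLSMG with 96h, 3662 genes changed in both, 3468 of them in the same direction. Both comparisons share the 96h libraries and so are not independent.

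**Figure D2:**
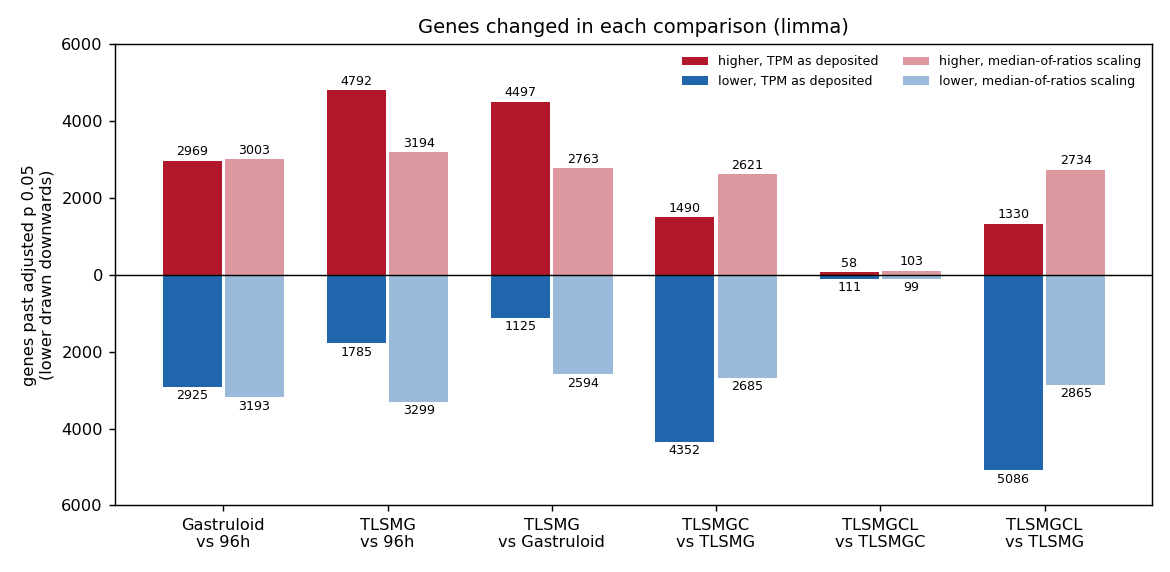
Number of genes past an adjusted p of 0.05 in each comparison (y axis), higher in red above 0 and lower in blue below 0. Dark bars are TPM as deposited and pale bars the same after median-of-ratios scaling, under which the 4497 higher and 1125 lower genes of TLSMG vs Gastruloid become 2763 and 2594.

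The effect of Matrigel at 120 h was tested by comparing TLSMG with Gastruloid. Of 5622 genes changed, 4497 were higher and 1125 lower, with 436 at an absolute log2 difference of at least 1. After median-of-ratios scaling, which took the median of all genes from 0.134 to -0.019, 2763 were higher and 2594 lower, and with FPKM 2710 and 2705. The log2 differences correlated with GC content at r = -0.41 across 14283 genes. After the GC and length correction 3372 genes changed, 1864 higher and 1508 lower, of which 2411 were among the 5622. The replicate block gave 5382 genes, with a mean correlation of -0.03 between same-numbered libraries. Kdr (ENSMUSG00000062960.10, chromosome 5, 75932827 to 75978458) measured 95.3 ± 10.3 TPM in TLSMG against 5.8 ± 1.17 TPM in Gastruloid, a log2 difference of 3.83 with a standard error of 0.36 and an adjusted p of 2.44e-05. Lbx1 (ENSMUSG00000025216.9, chromosome 19, 45232684 to 45235812) went from 0.3 ± 0.0521 TPM to 14.1 ± 1.43 TPM, a log2 difference of 3.54. The largest rise by the naming rule, mt-Nd4 (ENSMUSG00000064363.1, chromosome M, 10167 to 11544), was uncertain, because it was listed at 0.6, 161.7 and 0.4 TPM in the Gastruloid libraries and at 615.0, 534.4 and 523.6 TPM in TLSMG. Among the falls, Actc1 (ENSMUSG00000068614.7, chromosome 2, 114047282 to 114053548) measured 3.4 ± 0.254 TPM in TLSMG against 19.2 ± 1.8 TPM in Gastruloid, a log2 difference of -2.2 with a standard error of 0.2 and an adjusted p of 1.71e-05. Dbx1 (ENSMUSG00000030507.6, chromosome 7, 49631499 to 49636849) fell by 2.34 on the log2 scale, from 19.5 ± 24.7 TPM in Gastruloid, an SD above the mean, to 1.57 ± 1.0 TPM. Gm27517 (ENSMUSG00000098265.1, chromosome 11, 3645286 to 3645521) fell by 2.95 on the log2 scale, from 8.54 ± 4.86 TPM to 0.129 ± 0.0355 TPM. It overlaps another annotated gene on its strand, so its values were uncertain. Of 116 panel genes, 54 changed when adjusted over all genes and 56 over the panel genes. Panels higher in TLSMG were endothelium (2.33, adjusted p 2.92e-05), BMP targets (0.87, adjusted p 7.75e-06), matrix and adhesion (0.46, adjusted p 0.000364), Hox (0.33, adjusted p 0.00107) and WNT targets (0.31, adjusted p 0.00163). Panels lower in TLSMG were pluripotency (-0.72, adjusted p 0.0123) and neural tube (-0.65, adjusted p 0.000518). With camera, WNT targets (adjusted p 0.373) and Hox (adjusted p 0.167) did not pass, nor did pluripotency with fry when Gastruloid replicate 3 (adjusted p 0.0525) or TLSMG replicate 2 (adjusted p 0.054) was left out. Examples were Msx1 (ENSMUSG00000048450.10, chromosome 5, 37820485 to 37824583), with 18.8 ± 7.22 TPM against 2.76 ± 0.208 TPM, Nid1 (ENSMUSG00000005397.8, chromosome 13, 13437551 to 13512269), with 18.9 ± 1.5 TPM against 7.02 ± 0.909 TPM, Hoxd9 (ENSMUSG00000043342.9, chromosome 2, 74697727 to 74700208), with 8.69 ± 1.2 TPM against 1.42 ± 0.8 TPM, Dppa5a (ENSMUSG00000060461.5, chromosome 9, 78367052 to 78368177), with 76.2 ± 11.1 TPM against 199 ± 49 TPM, and Sox3 (ENSMUSG00000045179.9, chromosome X, 60891366 to 60893430), with 74.2 ± 12.6 TPM against 171 ± 21.3 TPM. The somite panel did not pass (-0.26, adjusted p 0.0523), although Pax1, with 17 ± 3.81 TPM against 61.7 ± 6.92 TPM, was lower. Presomitic and tailbud (0.30, adjusted p 0.179) and gut endoderm (0.07, adjusted p 0.95) genes did not pass either.

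**Figure D3:**
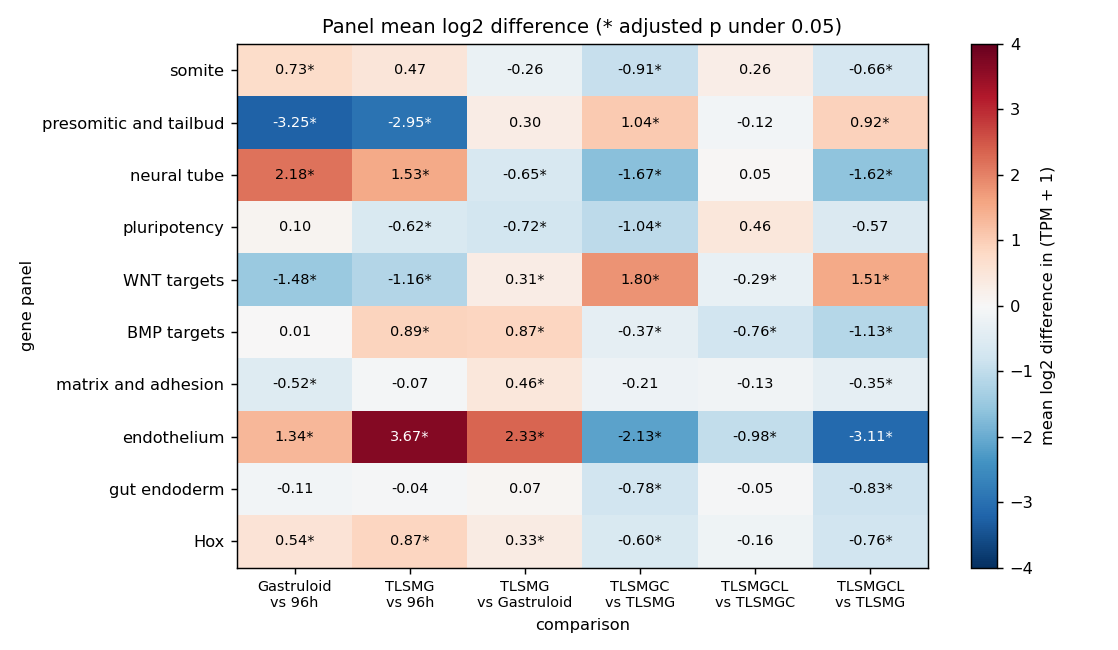
Heat map of the mean log2 difference in TPM + 1 over the tested genes of each panel (y axis) in each comparison (x axis), red for higher and blue for lower, with asterisks where the fry adjusted p was under 0.05. Of 60 tests 42 passed, 17 higher and 25 lower, and the endothelium panel ranges from 3.67 in TLSMG vs 96h to -3.11 in TLSMGCL vs TLSMG.

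The effect of added CHIR99021 in Matrigel was tested by comparing TLSMGC with TLSMG. A total of 5842 genes changed, 1490 higher and 4352 lower. Median-of-ratios scaling took the median from -0.157 to -0.011 and gave 2621 higher and 2685 lower, and FPKM gave 2195 and 3167. The GC and length correction gave 2692 and 2761. Under the replicate block 5599 genes changed, and the deviations of same-numbered libraries correlated at a mean r of 0.01. Wnt6 (ENSMUSG00000033227.7, chromosome 1, 74771892 to 74785322) measured 54.6 ± 13.6 TPM in TLSMGC against 0.138 ± 0.0953 TPM in TLSMG, a log2 difference of 5.58 with a standard error of 0.21 and an adjusted p of 6.06e-10. Cdx1 went from 3.32 ± 0.555 TPM to 152 ± 33.8 TPM, a log2 difference of 5.12. Apod (ENSMUSG00000022548.14, chromosome 16, 31296192 to 31314808) went from 0.223 ± 0.19 TPM to 26.4 ± 7.59 TPM, a log2 difference of 4.47. Among the falls, Foxd2 measured 0.404 ± 0.301 TPM in TLSMGC against 49.1 ± 4.59 TPM in TLSMG, a log2 difference of -5.17 with a standard error of 0.19 and an adjusted p of 6.06e-10. Foxd2os (ENSMUSG00000085399.7, chromosome 4, 114909257 to 114921967) went from 25.7 ± 1.41 TPM to 0.0831 ± 0.0864 TPM, a log2 difference of -4.63. Cd36 (ENSMUSG00000002944.15, chromosome 5, 17781690 to 17888801) went from 39.7 ± 4.56 TPM to 1.11 ± 0.226 TPM, a log2 difference of -4.27. Of 116 panel genes, 93 changed when adjusted over all genes and 95 over the panel genes. Panels higher in TLSMGC were WNT targets (1.8, adjusted p 3.23e-09) and presomitic and tailbud (1.04, adjusted p 0.000607). Panels lower in TLSMGC were endothelium (-2.13, adjusted p 4.55e-05), neural tube (-1.67, adjusted p 2.41e-07), pluripotency (-1.04, adjusted p 0.00163), somite (-0.91, adjusted p 2.8e-05), gut endoderm (-0.78, adjusted p 0.00329), Hox (-0.6, adjusted p 1.27e-05) and BMP targets (-0.37, adjusted p 0.000805). Camera did not call somite (adjusted p 0.0525), BMP targets (adjusted p 0.633) or gut endoderm (adjusted p 0.0734), and the last also did not pass in the fit of only the 2 groups (adjusted p 0.0553). The single genes were Sp5, with 177 ± 18.3 TPM against 7.2 ± 0.849 TPM, Msgn1, with 36.6 ± 8.15 TPM against 1.19 ± 0.575 TPM, Pax6 (ENSMUSG00000027168.21, chromosome 2, 105668900 to 105697364), with 0.139 ± 0.122 TPM against 10.5 ± 4.88 TPM, Kdr, with 9.47 ± 5.68 TPM against 95.3 ± 10.3 TPM, Pax1, with 0.266 ± 0.0744 TPM against 17 ± 3.81 TPM, and Id3 (ENSMUSG00000007872.3, chromosome 4, 136143497 to 136145755), with 68.9 ± 5.05 TPM against 221 ± 33 TPM. Changed genes went both ways in somite (2 higher, 7 lower), BMP targets (2 and 5), Hox (3 and 20) and presomitic and tailbud (7 and 1). The matrix and adhesion panel (-0.21, adjusted p 0.0556) did not pass.

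The effect of LDN on top of CHIR99021 was tested by comparing TLSMGCL with TLSMGC, which gave the smallest count. Here 169 genes changed, 58 higher and 111 lower, and 1850 had an unadjusted p under 0.05. Median-of-ratios scaling gave 103 higher and 99 lower, and FPKM 98 and 121. The GC and length correction gave 149 and 149. When the fit held only these 2 groups, 42 genes changed, 32 of them among the 169. A fit with the replicate block gave 122 genes, with a mean correlation of -0.07 between same-numbered libraries. Pax2 (ENSMUSG00000004231.15, chromosome 19, 44756045 to 44837871) measured 0.2 ± 0.0528 TPM in TLSMGCL against 5.53 ± 1.56 TPM in TLSMGC, a log2 difference of -2.42 with a standard error of 0.15 and an adjusted p of 6.43e-06. Id3 measured 20.1 ± 2.6 TPM in TLSMGCL against 68.9 ± 5.05 TPM in TLSMGC, a log2 difference of -1.73 with a standard error of 0.14 and an adjusted p of 4.73e-05. Phlda2 (ENSMUSG00000010760.5, chromosome 7, 143501545 to 143503150) went from 17.2 ± 2.97 TPM to 4.68 ± 1.61 TPM, a log2 difference of -1.7. The rises were smaller. Gprc5c (ENSMUSG00000051043.16, chromosome 11, 114851152 to 114872617) went from 30.1 ± 9.05 TPM to 72.5 ± 23.8 TPM, a log2 difference of 1.22, and lost its call with the replicate block (adjusted p 0.0761). Bmp3 (ENSMUSG00000029335.5, chromosome 5, 98854415 to 98884396) went from 6.8 ± 2.74 TPM to 16.5 ± 3.06 TPM, a log2 difference of 1.21. Pde4b (ENSMUSG00000028525.16, chromosome 4, 102087543 to 102607259) went from 3.81 ± 1.08 TPM to 9.98 ± 1.83 TPM, a log2 difference of 1.2. In the fit of only the 2 groups these 3 rises did not pass, with adjusted p of 0.226, 0.161 and 0.0858 in limma. Gprc5c and Bmp3 also did not pass when TLSMGC replicate 2 or 3 or TLSMGCL replicate 1 or 3 was left out (adjusted p from 0.0779 to 0.166). Of 116 panel genes, 13 changed when adjusted over all genes and 23 over the panel genes. Panels past the threshold, all lower, were BMP targets (-0.76, adjusted p 1.27e-05), endothelium (-0.98, adjusted p 0.0111) and WNT targets (-0.29, adjusted p 0.00504). The endothelium panel means spread widely in TLSMGC, at 2.46, 3.19 and 1.78 for replicates 1 to 3, against 1.21, 1.63 and 1.65 in TLSMGCL. The gene with the largest difference in this panel was Cldn5, with 4.05 ± 1.25 TPM against 13.6 ± 5.94 TPM. Neither the endothelium panel (adjusted p 0.119) nor Cldn5 (adjusted p 0.204) passed in the fit of only the 2 groups. Cldn5 also did not pass in limma without TLSMGC replicate 2 (adjusted p 0.051) or TLSMGCL replicate 1 (adjusted p 0.0577). The WNT target panel did not pass at a minimum mean TPM of 5 (-0.19, adjusted p 0.0763). The other 7 panels did not pass, with adjusted p from 0.0683 for pluripotency to 0.974 for gut endoderm.

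The joint effect of CHIR99021 and LDN was tested by comparing TLSMGCL with TLSMG, and 6416 genes changed, 1330 higher and 5086 lower. Median-of-ratios scaling took the median from -0.184 to -0.002 and gave 2734 higher and 2865 lower, and FPKM gave 2154 and 3552. The GC and length correction gave 2687 and 2814. Adding the replicate block gave 6187 genes, with a mean correlation of -0.07 between same-numbered libraries. Of the genes changed here, 4883 also changed in TLSMGC vs TLSMG, 4878 of them in the same direction. The 2 comparisons share the TLSMG libraries and so are not independent. Wnt6 measured 73.4 ± 2.1 TPM in TLSMGCL against 0.138 ± 0.0953 TPM in TLSMG, a log2 difference of 6.03 with a standard error of 0.21 and an adjusted p of 3.97e-10. Cdx1 went from 3.32 ± 0.555 TPM to 143 ± 6.24 TPM, a log2 difference of 5.06. Apod went from 0.223 ± 0.19 TPM to 33.7 ± 2.02 TPM, a log2 difference of 4.84. Among the falls, Foxd2 measured 0.252 ± 0.244 TPM in TLSMGCL against 49.1 ± 4.59 TPM in TLSMG, a log2 difference of -5.33 with a standard error of 0.19 and an adjusted p of 3.97e-10. Foxd2os went from 25.7 ± 1.41 TPM to 0.0694 ± 0.0601 TPM, a log2 difference of -4.64. The largest fall by the naming rule, H1fx (ENSMUSG00000044927.6, chromosome 6, 87980421 to 87981637), was uncertain, because it was listed at 0.0, 284.5 and 0.0 TPM in the 3 TLSMGCL libraries and at 387.5, 394.1 and 403.2 TPM in TLSMG. Of 116 panel genes, 86 changed when adjusted over all genes and 90 over the panel genes. Panels higher were WNT targets (1.51, adjusted p 7.37e-09) and presomitic and tailbud (0.92, adjusted p 0.00124). Panels lower were endothelium (-3.11, adjusted p 2.63e-06), neural tube (-1.62, adjusted p 3.13e-07), BMP targets (-1.13, adjusted p 6.86e-07), gut endoderm (-0.83, adjusted p 0.00325), Hox (-0.76, adjusted p 2.63e-06), somite (-0.66, adjusted p 0.000364) and matrix and adhesion (-0.35, adjusted p 0.00288), the last of which did not pass after median-of-ratios scaling (-0.15, adjusted p 0.0663) or the GC and length correction (-0.04, adjusted p 0.638). Under camera it was not called either (adjusted p 0.68), nor were somite (adjusted p 0.442) and gut endoderm (adjusted p 0.092). The single genes were Sp5, with 138 ± 2.73 TPM against 7.2 ± 0.849 TPM, Id3, with 20.1 ± 2.6 TPM against 221 ± 33 TPM, Kdr, with 2.99 ± 0.939 TPM against 95.3 ± 10.3 TPM, and Pax6, with 0.242 ± 0.177 TPM against 10.5 ± 4.88 TPM. Changed genes went both ways in somite (2 higher, 6 lower), matrix and adhesion (3 and 6), Hox (2 and 21) and presomitic and tailbud (6 and 1). The pluripotency panel (-0.57, adjusted p 0.0557) did not pass. Over all 60 panel tests, the count past the threshold was 42, and also 42 with the replicate block. The camera test moved it most, to 34.

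**Figure D4:**
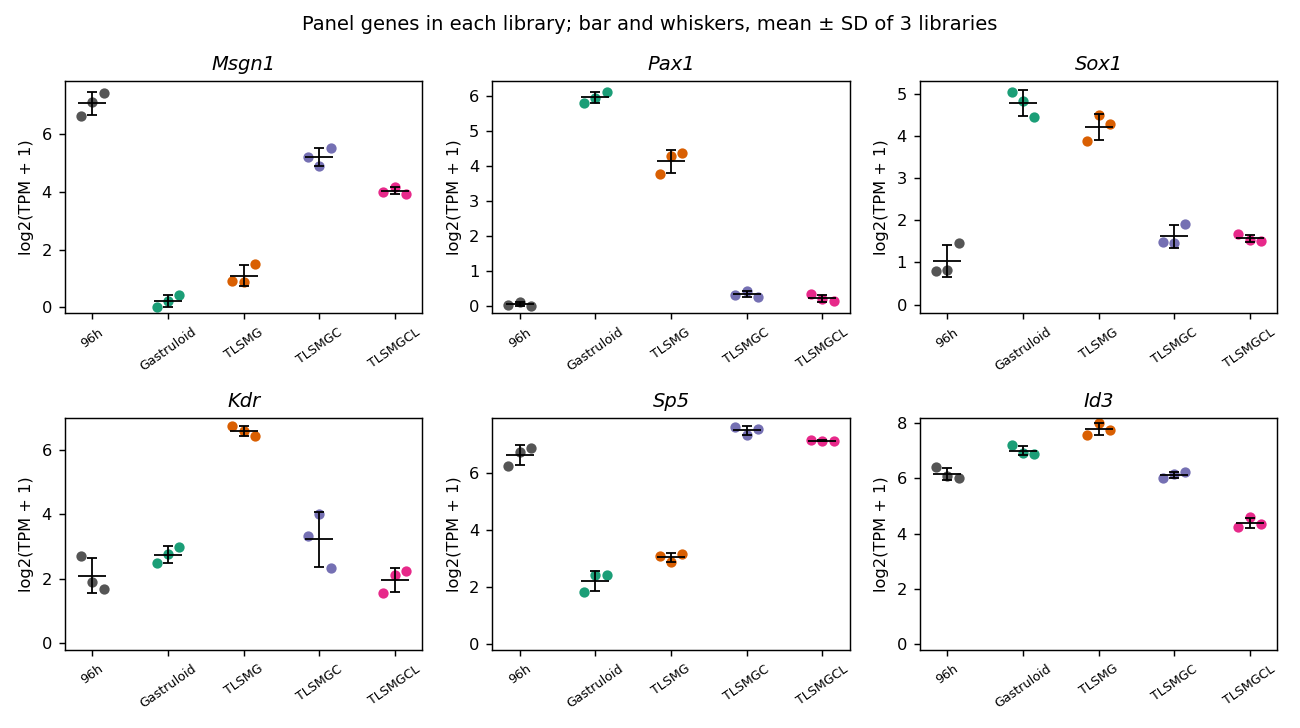
log2(TPM + 1) of 6 panel genes (y axis) in the 3 libraries of each group (x axis); points are libraries, and black bars with whiskers are the mean ± SD of these log2 values. In TLSMG, Kdr measured 95.3 ± 10.3 TPM, and Sp5 and Msgn1 were lower there than in 96h, TLSMGC and TLSMGCL.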

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

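All tests in this part were chosen after the results were seen. The change from 96 h differed between the cultures with and without Matrigel for 7 panels. The difference itself is the TLSMG vs Gastruloid contrast of the same limma model, so it was tested directly with fry. It was 2.33 on the log2 scale for endothelium (3.67 in TLSMG against 1.34 in Gastruloid), 0.87 for BMP targets (0.89 against 0.01), 0.46 for matrix and adhesion (-0.07 against -0.52), 0.33 for Hox (0.87 against 0.54), 0.31 for WNT targets (-1.16 against -1.48), -0.65 for neural tube (1.53 against 2.18) and -0.72 for pluripotency (-0.62 against 0.10). For each of these 7 panels, all 3 TLSMG libraries lay on one side of all 3 Gastruloid libraries.

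Technical explanations were weighed for each panel. For GC and length, the corrected differences were 2.26, 0.83, 0.24, 0.34, 0.21, -0.61 and -0.76 in the order above, with adjusted p from 2.6e-05 to 0.00599. This correction also centres each library, so its effect was not separated from that of scaling. The corrected differences of endothelium, BMP targets, Hox, neural tube and pluripotency stayed close to the uncorrected 2.33, 0.87, 0.33, -0.65 and -0.72. The same correction lowered the count of changed genes in this comparison from 5622 to 3372. This argues against a GC and length bias that the correction can remove as the main source for these panels. It remains open for matrix and adhesion (0.46 to 0.24) and WNT targets (0.31 to 0.21), which shrank. Set against the scaled values given next, Hox (0.17 and 0.34) and neural tube (-0.81 and -0.61) differed most. A smaller contribution to these is not excluded. Scaling between libraries was tested with median-of-ratios factors, which took the median of all genes from 0.134 to -0.019 and so lower every panel by a similar amount. The scaled differences were 2.18, 0.73, 0.29, 0.17, 0.18, -0.81 and -0.86, with adjusted p from 7.24e-05 to 0.0209. The Hox and WNT target differences fell from 0.33 and 0.31 to 0.17 and 0.18. The shift was 0.162 on the log2 scale. It is too small to produce the endothelium and BMP target differences of 2.33 and 0.87. The neural tube and pluripotency differences grew under scaling, from -0.65 and -0.72 to -0.81 and -0.86. These values argue against a scaling error of this size as the source for these panels. For Hox, WNT targets and matrix and adhesion (0.46 to 0.29), scaling stays open as a contributor. Depth was tested by leaving out TLSMG replicate 3, the deepest library. The differences without it were 2.38, 0.90, 0.42, 0.31, 0.28, -0.70 and -0.80, with adjusted p from 4.76e-05 to 0.0164. None of the panel genes was among the genes with failed estimates described further on. The pluripotency panel lost its call without TLSMG replicate 2 (adjusted p 0.054) or Gastruloid replicate 3 (adjusted p 0.0525), and the WNT target and Hox panels did not pass with camera (adjusted p 0.373 and 0.167).

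An effect of Matrigel may underlie the endothelium and BMP target differences, which were 2.18 and 0.73 after scaling. This is a hypothesis, and the tests above do not weigh for it. With 3 libraries against 3, only 1 of the 4 splits that part all same-numbered pairs gave as many genes changed as the real one, the real one itself, and such a design cannot give a share low enough to exclude an accidental grouping. A different share of cell types among the picked structures was not separated from a change within cells.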

How the results depend on the processing

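Across 104 named results (42 panel calls and 62 single genes), 84 kept their direction and their side of the threshold under every alternative run on them. None of the 104 reversed. The others were weaker under at least 1 alternative, 15 panel results and 5 single genes. The camera test accounted for 11 of these weaker panel calls. It assumed an inter-gene correlation of 0.01, whereas the mean correlation of within-group deviations was 0.78 for endothelium and 0.67 for gut endoderm. For panels whose genes vary together like this, a call kept under camera is weak support. The 5 weaker single genes were mt-Nd4, Gprc5c, Bmp3, Pde4b and Cldn5, the last 4 in TLSMGCL vs TLSMGC. H1fx and Gm27517 count among the 84, although their values were uncertain. No alternative assigned reads to genes anew, so the tally could not detect that problem.

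In 5 of the 6 comparisons the count moved most with a minimum absolute log2 difference of 1, the exception being TLSMGCL vs TLSMGC. This minimum left 1037 genes in Gastruloid vs 96h, 1303 in TLSMG vs 96h, 436 in TLSMG vs Gastruloid, 880 in TLSMGC vs TLSMG, 46 in TLSMGCL vs TLSMGC and 973 in TLSMGCL vs TLSMG. The GC and length correction, chosen after seeing the data, lowered TLSMG vs Gastruloid from 5622 to 3372 genes, and to 3074 with the replicate block. Of the 5622 genes, 2411 (42.9%) stayed called under the correction, and 2211 under the correction with the block. GC content correlated with the log2 differences at -0.41 in this comparison, more than in the other 5 (from -0.19 to 0.11), and log2 length at 0.34. Both properties thus track the differences that the correction removed, although a correction of this kind can also remove real differences of genes that share a GC content. It raised TLSMGCL vs TLSMGC from 169 to 298, with 159 genes in common, and to 221 with the replicate block. With only the 2 groups in the fit, TLSMGCL vs TLSMGC gave 42 genes, 32 of them among the 169. The cause was not tested.

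Leaving out one library of the compared groups at a time gave from 56 to 198 genes in TLSMGCL vs TLSMGC across 6 fits. The ranges were 4905 to 5244 in Gastruloid vs 96h, 5651 to 6024 in TLSMG vs 96h, 4264 to 5173 in TLSMG vs Gastruloid, 4703 to 5392 in TLSMGC vs TLSMG and 5080 to 6243 in TLSMGCL vs TLSMG. Fits without a library of another group could lie outside these ranges. Without TLSMGCL replicate 2, Gastruloid vs 96h gave 6328 genes and TLSMG vs 96h gave 6906. The number of panel calls stayed between 34 and 47 over all alternatives. It rose from 42 to 47 with the GC and length correction, which also lost the matrix and adhesion call of TLSMGCL vs TLSMG. Some panels that did not pass in the main fit therefore passed there. Panels without a call were not followed through the alternatives, so those reported as not passing are not shown to be stable negatives. The 4 comparisons with TLSMG had splits that moved to near equality under median-of-ratios scaling (48.8% to 51.6% higher) and under the GC and length correction (48.8% to 55.3% higher). Both methods centre each library, so near-equal splits follow from the method. The replicate block changed no count by more than 1.5 times, with mean same-numbered correlations per comparison from -0.07 to 0.03 and single pairs from -0.18 to 0.10. Depth is known only as a ratio between libraries, so the error of low TPM values was not estimated from counts.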

Other observations

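The tests of mitochondrial share, of the nearest libraries after GC and length correction, and of that correction on the similarity to 96h and on 4 of the panels were set before their outcome was seen. The other tests in this part were chosen only after the result was seen, the one on overlapping genes included.

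Other splits of the libraries were tested in the same limma model. In each of the 6 comparisons, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes as the real split, namely the real one. The other splits of this kind gave at most 2 genes, and those among all 10 splits of the 6 libraries at most 11. With 3 against 3 this share cannot fall below 1 in 4, so an accidental grouping is not excluded by this test alone. For the F test over 5 groups, 1 of 100 draws that kept one library of each number in every group gave as many genes, the real one, and the largest of the others gave 1885. Over the 4 groups at 120 h it was also 1 of 100. The largest other draw there gave 8385 genes against 8551, and it kept 8 of the 12 pairs of libraries that share a group, so it was close to the real grouping.

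TLSMGC replicate 3 and TLSMGCL replicate 2 were each nearest to the other. A swap of labels was tested with the BMP target panel. The mean of TLSMGCL replicate 2 lay 0.10 log2 units from its own group and 0.69 from TLSMGC, and that of TLSMGC replicate 3 lay 0.05 from its own group and 0.80 from TLSMGCL, which goes against a swap. Id3 measured 73.2 TPM in TLSMGC replicate 3 and 23.0 TPM in TLSMGCL replicate 2. GC content is a candidate explanation. The deviations of these 2 libraries from their group means correlated with GC content at r = 0.25 and 0.30 across genes, more than in the other libraries (from -0.21 to 0.14). After the GC and length correction, 0 of the 2 libraries were still nearest to the other group. No biological explanation was tested.

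The mitochondrial share of TPM ran from 0.37% to 1.14% within TLSMGCL and from 1.00% to 1.52% within TLSMG. Over 15 libraries, its deviation from the group mean correlated with the GC correlation of each library at Pearson's r = -0.75 (exact permutation within groups, two-sided p = 0.0296) and Spearman's rho = -0.73 (p = 0.0244 by the same permutation). Without the 2 libraries whose GC correlation lay farthest from the median, TLSMGCL replicate 2 and TLSMGC replicate 3, r was -0.51, so the relation rested in part on them. The share also includes mt-Nd4, listed at 0.4 TPM in TLSMGCL replicate 2. The labels give no batch within which to repeat it. The share may therefore vary with a technical property of the library, and differences in it between single libraries were not interpreted.

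A total of 33 genes had at least 20 TPM in one replicate, 10 or more times the value in another of the same group, such as mt-Nd4, mt-Nd3 and H1fx. If reads shared between overlapping gene models were the cause, these genes would overlap others more often. Of the 33, 29 (87.9%) overlapped another annotated gene on the same strand, against a mean of 22.3% and a maximum of 51.5% over 10000 lists matched on expression. Ube2v1 and the overlapping Gm20431, chosen after their values were seen, illustrate it. Where Gm20431 was listed at 0.0 TPM, Ube2v1 measured 133.9 to 172.7 TPM, and where Gm20431 measured 89.2 to 111.0 TPM, Ube2v1 measured 21.3 to 64.3 TPM. The values of such genes may reflect which model StringTie assigned the reads to. The H1fx and mt-Nd4 differences in the report cannot be told apart from this. The other 4 genes, mt-Nd3 among them, overlapped no gene on their strand, so this does not cover every case.

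Genes of some panels deviated together between replicates of one group, which would follow if the share of a cell type varied between pools. The mean correlation of within-group deviations was compared with 10000 lists matched on expression. It was 0.78 for endothelium, 0.67 for gut endoderm, 0.60 for presomitic and tailbud, 0.59 for pluripotency, 0.49 for somite and 0.41 for matrix and adhesion, each above 99% of the lists. It was 0.22 for BMP targets (percentile 93.59), 0.15 for Hox (89.6), 0.12 for neural tube (80.75) and 0.08 for WNT targets (66.08). After the GC and length correction the values were 0.79, 0.70, 0.58, 0.58, 0.41 and 0.07 for the first 6, and matrix and adhesion fell to percentile 91.36, so GC and length remain an explanation for that panel. The first 4 values hardly moved and stayed at percentile 100, while the same correction took matrix and adhesion from 0.41 to 0.07. This argues against GC and length as the cause for these 4 panels. The corrected values were 0.26 for BMP targets, 0.12 for Hox, 0.07 for neural tube and 0.00 for WNT targets. BMP targets and Hox rose to percentiles 99.92 and 99.97 while their own values changed little, since the percentile also depends on the matched lists, which changed with the correction. For endothelium the TLSMGC libraries differed most, with panel deviations of -0.01, 0.71 and -0.70 for replicates 1 to 3, which did not follow their relative depths of 3.12, 4.74 and 4.2. A varying share of endothelial cells between pools of 6 structures is a candidate explanation, and variation of these genes within cells was not separated from it.

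Hox genes changed according to their number in the cluster, from 1 at one end to 9 for the highest tested. Across 27 genes, which are not independent, Spearman's rho between the number and the log2 difference was 0.71 in Gastruloid vs 96h and 0.82 in TLSMG vs 96h (two-sided permutation, adjusted p over 6 comparisons 0.0001 and 6e-05, the latter from the smallest p that the permutations can give, 1e-05). In Gastruloid vs 96h the 12 genes numbered 6 to 9 had a mean of 2.02 (11 of 12 higher) and the 15 genes numbered 1 to 5 a mean of -0.65 (3 of 15 higher). Added CHIR99021 went the other way, with rho -0.62 in TLSMGC vs TLSMG (adjusted p 0.0012) and -0.73 in TLSMGCL vs TLSMG (adjusted p 0.0001). In TLSMGC vs TLSMG the mean was -0.95 for numbers 6 to 9 (1 of 12 higher) and -0.31 for 1 to 5 (3 of 15 higher). After median-of-ratios scaling these were -0.80 and -0.16, with rho at -0.62. Scaling shifts all genes by a similar amount, so it could hardly change a rank correlation. After the GC and length correction the means were -0.88 and -0.23, a small move, with rho again at -0.62. No relation was seen in TLSMG vs Gastruloid (-0.09, adjusted p 0.64) or TLSMGCL vs TLSMGC (-0.31, adjusted p 0.15). CHIR99021 may have held back the shift towards higher-numbered genes seen by 120 h in both cultures without it, which is a hypothesis formed on the same data.

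TLSMGC and TLSMGCL correlated more with the 96h libraries than TLSMG did. The mean r per library ran from 0.9484 to 0.9535 in the 6 libraries with added CHIR99021 and from 0.9396 to 0.9429 in TLSMG, a difference of 0.0097. Of 27 splits of these 9 libraries with one library of each number among the 3, 1 gave as large a difference, the real one (exact two-sided p = 0.037). This is the smallest p that 27 splits can give, so it says only that the real split was the most extreme. After the GC and length correction the difference was 0.0088, and the ranges stayed apart. Other measures were mixed. On the first principal component the libraries with added CHIR99021 (13.5 to 22.9) lay nearer to 96h (28.9 to 30.9) than TLSMG did (-39.7 to -37.2), and on the second they lay farther from it (22.1 to 29.9 against 0.2 to 0.9). In TLSMGC vs TLSMG the presomitic and tailbud (1.04) and WNT target (1.80) panels rose, against their fall from 96h to TLSMG. Endothelium (3.67 and -2.13), neural tube (1.53 and -1.67), BMP targets (0.89 and -0.37) and Hox (0.87 and -0.60) rose from 96h and were lower in TLSMGC. Of the panels called in both comparisons, only pluripotency kept its direction and fell further (-1.04). Whether departure from the 96 h state was slower is left open. Gastruloid libraries, without added CHIR99021, ranged from 0.9419 to 0.948, with 2 of the 3 above all TLSMG libraries.

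Gm42418 (chromosome 17, 39846958 to 39848788) and Gm23935 (chromosome 16, 11144125 to 11144181) were chosen after their values were seen. Both ranked among the 4 highest genes in every library but TLSMGC replicate 3, where they ranked 20 and 12. Together they took 4.19% to 5.59% of TPM in 12 libraries and 1.69%, 2.06% and 0.86% in TLSMG replicate 3, TLSMGC replicate 1 and TLSMGC replicate 3. Gm42418 measured 4004 TPM in TLSMGC replicate 3 and 30774 TPM in TLSMGC replicate 2. No explanation was tested for this.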
